# Transcriptome analysis of effects of *Tecrl* deficiency on cardiometabolic and calcium regulation in cardiac tissue

**DOI:** 10.1515/med-2023-0880

**Published:** 2024-01-23

**Authors:** Shujia Lin, Shun Chen, Qiuping Lin, Tingting Xiao, Cuilan Hou, Lijian Xie

**Keywords:** catecholaminergic polymorphic ventricular tachycardia, Tecrl, RNA-seq, WGCNA

## Abstract

Catecholaminergic polymorphic ventricular tachycardia (CPVT) is a hereditary heart disease characterized by bidirectional or polymorphic ventricular tachycardia and an increased risk of sudden cardiac death. Although trans-2,3-enoyl-CoA reductase like (*TECRL*) is a newly reported pathogenic gene leading to CPVT that can influence intracellular calcium regulation, the unidentified mechanism underlying the pathogenesis of TECRL deficiency-mediated CPVT remains mainly elusive. In the present study, *Tecrl* knockout (KO) mice were established and the differentially expressed genes (DEGs) were investigated by RNA-sequencing from the heart tissues. In addition, 857 DEGs were identified in *Tecrl* KO mice. Subsequently, a weighted gene co-expression network analysis was conducted to discern the pivotal pathways implicated in the *Tecrl*-mediated regulatory network. Moreover, pathway mapping analyses demonstrated that essential metabolism-related pathways were significantly enriched, notably the fatty acid metabolic process and calcium regulation. Collectively, the data suggested a synergistic relationship between *Tecrl* deficiency and cardiometabolic and calcium regulation during the development of CPVT. Therefore, further studies on the potential function of TECRL in cardiac tissues would be beneficial to elucidate the pathogenesis of CPVT.

## 1 Introduction

Sudden death disease resulting from arrhythmia is one of the leading causes of mortality in patients without cardiac structural alterations. Catecholaminergic polymorphic ventricular tachycardia (CPVT) is an inherited ion channel disease that often occurs in prepuberal children (7–12 years old), with an incidence of 1/10,000 [1]. Its prominent clinical feature is bidirectional or polymorphic ventricular tachycardia caused by physical exercise or emotional stress and its first clinical manifestation is syncope or sudden death. CPVT is usually divided into several subtypes, including CPVT1, CPVT2, and CPVT3 and other subtypes [2]. Among them, CPVT1, which accounts for 50–60%, is one of the most common autosomal dominant forms caused by ryanodine receptor 2 (*RYR2*) mutation. CPVT2, which accounts for 5%, is an autosomal recessive form caused due to calcequestrin 2 (*CASQ2*) mutation [3–5], and CPVT3, which accounts for 1%, is also an autosomal recessive form caused by trans-2,3-enoyl-CoA reductase like (*TECRL*) mutation [6]. Our group reported a unique heterozygosity mutation in *TECRL* gene sequence of a boy diagnosed with CPVT3 and successfully generated a brand new *Tecrl* knockout (KO) mouse model based on this basis [7,8]. However, the mechanism of CPVT3 caused by *TECRL* requires further investigation.

TECRL localizes to the endoplasmic reticulum (ER) [9]. Previous studies have reported that *TECRL* deficiency was accompanied by reduction in the expression levels of RYR2 and CASQ2, leading to aberrant regulation of [Ca^2+^]_*i*_ in human pluripotent stem cell-derived cardiomyocytes (hiPSCs-CMs) [6]. *TECRL* also has an important sequence identity with *TECR*, which participates in the elongation of very long-chain fatty acids [10]. Previous studies have shown that oxidation disorders of very long-chain fatty acid increase the incidence of delayed depolarizations (DADs) and diastolic [Ca^2+^]_*i*_, leading to the occurrence of arrhythmia [11]. As shown in our previous study, *TECRL* deficiency results in impaired mitochondrial function in both hearts and hiPSC-CMs [7]. In addition to the regulation of calcium processing, the potential of TECRL to interact with other pathways involved in the regulation of CPVT remains to be determined.

Recently, an increasing number of mouse models harboring CPVT-linked mutations have been established in *Ryr2* (R4496C, N2386I, A165D) and *Casq2* (D307H, DeltaE9/DeltaE9) [5,12–14]. In agreement with these findings, mouse genetic studies have suggested that these mutations are characterized by stress-induced arrhythmia with typical CPVT phenotypes notably abnormal calcium homeostasis and ultrastructural changes of mitochondria [5,12–14]. TECRL has been considered to be closely associated with [Ca^2+^]_*i*_, with the exception of animal models reported in the previous study conducted by our group [7]. In the past decade, the advancement of bioinformatic analyses utilizing high-throughput sequencing has significantly enhanced our comprehension of the underlying molecular mechanisms of CPVT through the identification of differentially expressed genes (DEGs). It is important to note that the diversity of algorithms utilized in bioinformatic analysis can heavily influence the results. The weighted gene co-expression network analysis (WGCNA) is a method that identifies gene modules with similar expression patterns and disease-related hub genes without the need for DEG analysis. Therefore, to further investigate the potential function of TECRL on cardiac myocytes, we performed RNA-seq on the hearts of *Tecrl* ^*−*/−^ mice followed by WGCNA. Herein, we reported that *Tecrl* deficiency created a reliance on fatty acid metabolism and Ca^2+^ handling. Therefore, TECRL may be useful as a therapeutic target in human CPVT.

## 2 Materials and methods

### 2.1 Animal model

Eight-week-old C57BL/6 mice and *Tecrl* KO mice were obtained from Shanghai Laboratory Animal Center. All mice had unrestricted access to water and food and were housed under 12 h dark–light conditions.

**Ethics statement:** All animal experiments were performed under licenses granted from the Ethics Committee of Experimental Research of Shanghai Children’s Hospital, School of Medicine, Shanghai Jiaotong University. This study was carried out in compliance with the Animal Research: Reporting of *In vivo* Experiments (ARRIVE) guidelines.

### 2.2 Western blotting

Heart tissues obtained from 8-week C57BL/6 mice were lysed in RIPA cell lysate buffer supplemented with protease (Roche Diagnostics) and phosphatase inhibitors (Roche Diagnostics); tissue lysates were subsequently centrifuged at 12,000 rpm for 10 min at 4°C. A bicinchoninic acid kit (Applygen Technologies, Inc.) was used to assess the protein concentration. Polyvinylidene fluoride membranes were incubated with the following primary antibodies overnight at 4°C: anti-TECRL (1:1,000; Aviva System Biology, Inc.) and anti-Tubulin (1:1,000; Cell Signaling Technology, Inc.). The secondary antibody (1:2,000; Cell Signaling Technology, Inc.) was diluted and incubated for 1 h at room temperature. An immunology scanner (GS-800, Bio-Rad Laboratories, Inc.) was used to measure the densities of the protein bands following exposure of the membranes to a chemiluminescent substrate (ECL, PerkinElmer, Inc.).

### 2.3 Sample collection and total RNA isolation

At 8 weeks of age, male and female mice were anesthetized with pentobarbital (100 mg/kg intraperitoneal dose) and subsequently sacrificed by cervical dislocation. Following verification of respiratory and cardiac arrest, animal death was confirmed. For subsequent processing, the heart tissues of each mouse were collected and stored at −80°C. Male and female mice were divided into a wild-type (WT) group and a *Tecrl* ^*−*/−^ group. Each group contained three mice. TRIzol^®^ (Invitrogen; Thermo Fisher Scientific, Inc.) was added to the heart tissues of each group. Following sonication for three times (15 s each time), isopropyl alcohol was added to the mixture, which was allowed to stand for 10 min at room temperature. Subsequently, the mixture was centrifuged at 12,000 rpm for 10 min at 4°C. The supernatant was collected and washed with 75% alcohol. The final sample was stored at −80°C. RNA purity was assessed using the NanoPhotometer^®^ spectrophotometer (IMPLEN). The RNA concentration was measured using Qubit^®^ RNA Assay Kit in Qubit^®^ 2.0 Fluorometer (Thermo Fisher Scientific, Inc.).

### 2.4 Library preparation for transcriptome sequencing

RNA for each sample was used at 1.5 µg total amounts as input material for sample preparations. Random hexamer primers were used to synthesize the first strand cDNA and the second strand cDNA synthesis was synthesized using DNA PolymeraseⅠand RNase H. Finally, the library quality was assessed on the Agilent Bioanalyzer 2100 system. The RNA-seq data produced in the course of this investigation have been archived in the Gene Expression Omnibus (GEO) database and the corresponding accession number is GSE191112. The residual data can be found in the article, appendix, or source data file. The source data file is included with this manuscript.

### 2.5 Gene expression level quantification and differential expression analysis

The cDNA libraries from each mouse were sequenced. The transcript expression levels of each gene were calculated using fragments per kilobase of transcript per million mapped reads (FPKM). The DESeq2 R package (1.26.0) was used to perform differential expression analysis. *P* < 0.05 and |log_2_(FoldChange)| ≥0.58 were used to indicate a significant differential expression.

### 2.6 DEGs identification and functional enrichment analysis

The cDNA libraries from each mouse were sequenced. The transcript expression level of each gene was calculated using FPKM. The DESeq2 R package (1.26.0) was used to perform differential expression analysis. A *P* value <0.05 and |log2(FoldChange)| ≥0.58 were set as the thresholds for significant differential expression. For functional annotation and classification, DEGs were enriched to the gene ontology (GO) terms based on the DAVID database. GO terms with *P* values less than 0.05 were considered significantly enriched by DEGs. The enrichment of DEGs in the KEGG pathway was tested using KOBAS v3.0 software. KEGG terms with *P* values less than 0.05 were considered significantly enriched by DEGs.

### 2.7 WGCNA

The functional modules in RNA-seq data were clustered using the WGCNA package in R software, with a defined cut-off height of 0.25 for merging similar modules. The co-expression network was inputted with group phenotypes (*Tecrl* KO vs control, mice gender), and genes with high hub modularity were identified as hub genes in the modular–trait correlation analysis. A heatmap was utilized to visualize the correlation between gene modules and clinical traits, followed by the identification of modules associated with co-expression patterns (midnight blue module and royal blue module) and phenotypes. The appendix material contains the analysis results of both modules.

### 2.8 Real- time PCR

Total RNA was extracted from mice tissue using TRIzol^®^ reagent (Invitrogen; Thermo Fisher Scientific, Inc.). Complementary DNA was generated from 1,000 ng total RNA using oligo DT and SuperScript III reverse transcriptase (Invitrogen; Thermo Fisher Scientific, Inc.). Real-time PCR was performed using SYBR Green Master Mix (Roche Diagnostics) on a LightCycler 480 Instrument. The primers used are listed in Table A1.

### 2.9 Data collection from the GEO database

Transcription data of induced pluripotent stem cell-derived cardiomyocytes (iPSC-CMs) derived from patients diagnosed with Brugada Syndrome (BrS) were downloaded from the GEO database (GSE221945). According to the annotation information in the platform, the probes were converted to gene symbols. Four BrS samples (GSM6910336, GSM6910337, GSM6910338, and GSM6910339) and four control samples (GSM6910332, GSM6910333, GSM6910334, and GSM6910335) were identified in the GSE221945 dataset and were used in the present study. The data from GSE221945 were used to validate the function of Tecrl deficiency-related hub genes in fatty acid metabolism and their clinical implication in ventricular arrhythmia. The data procurement and application conformed to the GEO database principles and guidelines. The R packages “Pheatmap” was used to draw the heatmap.

### 2.10 Data analysis

Western blot parameters are presented as mean ± SEM. Data display was generated in GraphPad Prism 9.0 (GraphPad Software, Inc.). The DESeq2 R package (1.26.0) was used to analyze the differential expression analysis. For four-sample comparison in reverse transcription-quantitative PCR, one-way ANOVA was performed. *P* < 0.05 was considered to indicate the DEGs that demonstrated statistical significance.

## 3 Results

### 3.1 *Tecrl* expression in various tissues

In the previous study conducted by our group, *Tecrl* ^*−*/−^ mice were generated and the data indicated that *Tecrl* deficiency resulted in an abnormal electrocardiographic pattern and disrupted Ca^2+^ regulation [7]. To determine the tissue expression pattern of TECRL in WT mice, western blots were performed on multiple tissues of male mice. The protein expression analysis by western blots demonstrated that TECRL was ubiquitously expressed in heart, lung, kidney, brain, liver, and skeletal muscle (Figure 1a).

**Figure 1:**
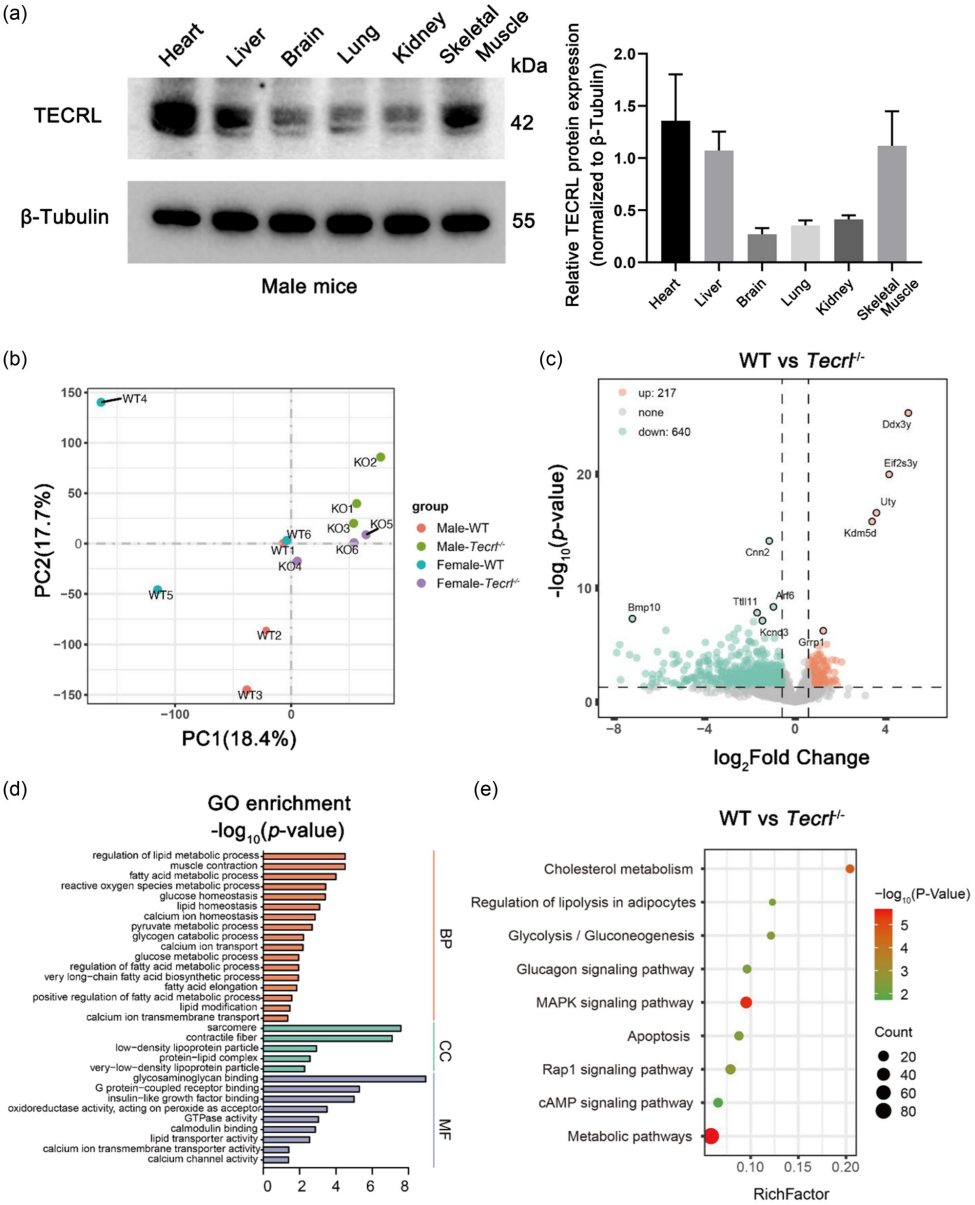
TECRL protein identification and functional enrichment analysis of DEGs. (a) Representative western blots of TECRL in different tissues of WT mice. (b) PCA plot of male and female mice samples. There were four groups, three mice in each group. An average of 5.28 ±  1.37 million raw reads per sample were obtained and PCA shows distinct patterns among groups. (c) Volcano plot of DEGs of male *Tecrl* ^*−*/−^ mice. Each point represents a single gene. Grey points represent the genes that have no significant changes, while the orange dots indicate the genes that are upregulated and green dots indicate the genes that are downregulated. (|log_2_(FoldChange)| ≥0.58, *P* value <0.05). (d) GO enriched terms associated with DEGs in male *Tecrl* ^*−*/−^ mice. (e) KEGG enriched pathways related to DEGs in male *Tecrl* ^*−*/−^ mice. BP, biological process; CC, cellular component; MF, molecular function.

### 3.2 *Tecrl* deficiency effects on gene expression variation in male and female mice

To further investigate the impact of *Tecrl* deficiency on the mice, total RNA was extracted from the hearts of *Tecrl* ^*−*/−^ (male, *n* = 3; female, *n* = 3) and WT mice (male, *n* = 3; female, *n* = 3). 

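The deposited table holds 20 heart libraries of mice aged 8 weeks: 5 labelled male WT, 5 labelled male KO, 3 labelled female WT and 7 labelled female KO. The paper's text gives 3 mice per group and does not name its libraries, so all 20 were used. The libraries carry 2 kinds of names, which were treated as 2 series: S1 to S12, with 3 libraries per group, and WT1, WT2 and TKO1 to TKO6, with no library labelled female WT. The authors deposited the number of reads counted on each of 29339 Ensembl genes, without normalization, together with FPKM computed from those counts. Total counts ran from 12540002 to 20038593 per library (median 14713069.5, mean 15.06 ± 1.84 M, SD, n = 20), and the values here use these totals. The paper's reported depth is 5.28 ± 1.37 M raw reads per sample, a different measure that is nevertheless below every total of counts here. The median total was 14767935 for the libraries labelled male WT, 13398151 for male KO, 17019627 for female WT and 15050448 for female KO. Counts were normalized by edgeR's TMM method and are given as CPM. No 2 libraries of a group held identical values, and all 44 pairs within groups differed by more than counting noise.

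The targeted gene Tecrl (ENSMUSG00000049537) lies on chromosome 5 of GRCm38 from 83278145 to 83355195, on the minus strand, and is protein coding. It had 83.1 ± 27.1 CPM in the libraries labelled male WT (SD, n = 5) and 83.8 ± 16.5 CPM in those labelled male KO (SD, n = 5). The corresponding values were 78.96 ± 4.47 CPM in the libraries labelled female WT (SD, n = 3) and 87.3 ± 9.59 CPM in those labelled female KO (SD, n = 7). No library fell below 51.5 CPM, or 768 counts. The log2 fold change of KO against WT was 0.02 in the libraries labelled male (standard error 0.195, adjusted p = 0.992) and 0.22 in those labelled female (standard error 0.135, adjusted p = 0.40), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and library series as covariate. With that covariate the value for female labels rests on S1 to S3 against S4 to S6, while the KO mean includes TKO1 to TKO4. Counts per exon are not in the table. Because Tecrl did not separate the labels, groups are called by their labels throughout.

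Sex-linked genes were read in every library. Xist, which overlaps Tsix on the opposite strand, had 250.0 to 319.8 CPM in S7, S8 and S9, which are labelled male WT, and the sum of Ddx3y, Eif2s3y, Uty and Kdm5d was 0 there. The other libraries labelled male WT, WT1 and WT2, had at most 0.281 CPM of Xist and 193.4 and 171.5 CPM of the Y-linked genes. In S4, S5 and S6, which are labelled female KO, Xist was at most 0.255 CPM and the Y-linked sum was 182.0 to 202.5 CPM. These 6 libraries went against their label in the FPKM values too. In the S series, all 6 libraries labelled WT had Xist and all 6 labelled KO had the Y-linked genes, so genotype label and sex-linked expression coincide there.

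**Figure D1:**
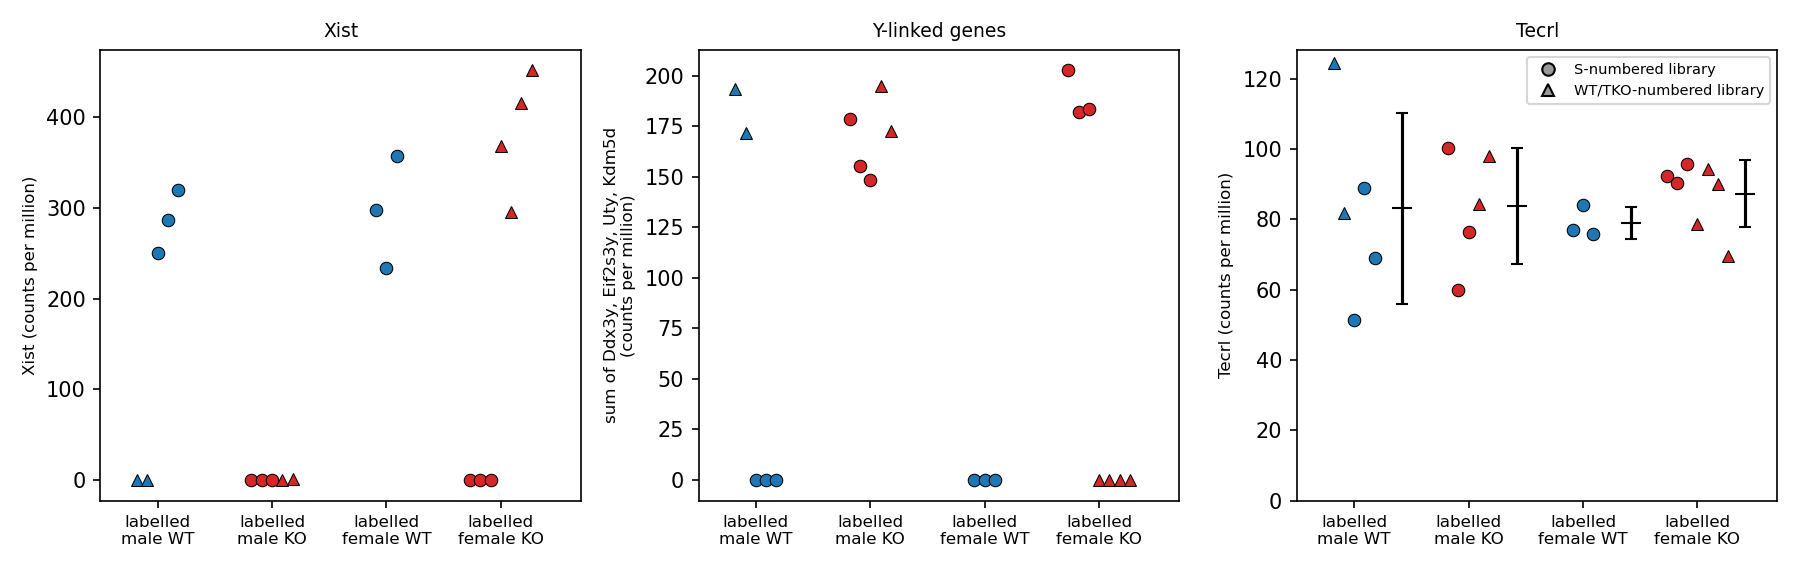
Xist, the sum of 4 Y-linked genes and Tecrl in CPM (vertical axes) for each of the 20 libraries, grouped by label (horizontal axis), with WT in blue and KO in red. Circles are S-numbered and triangles WT or TKO libraries; bars in the Tecrl panel are mean ± SD. S7 to S9 sit at 250.0 to 319.8 for Xist, S4 to S6 at 182.0 to 202.5 for the Y-linked sum, and no library falls below 51.5 for Tecrl.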

The RNA samples were analyzed by RNA-seq. The transcript expression level of each gene was determined using FPKM. 

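The principal components were computed from the deposited FPKM of all 20 libraries as log2(FPKM + 1), centred and scaled to unit variance per gene, over the genes above 0 in any library. The first component held 15.8% of the variance and the second 12.8%, together 28.6%. Centring without scaling moved the sum most, to 46.8%. Library series accounted for 58.4% of the variance of the first component, genotype label for 10.2% and labelled sex for 5.02%. The second component was divided by the 4 labelled groups for 32.7% of its variance and by series for 0.141%. One library labelled male WT, S7, stood at 204.1 on the second component, where the other 4 of its group lay between -31.3 and 28.5.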

To visualize the pattern of distribution, a principal component analysis was conducted; its value was 40.9% with the first principal component (PC1) = 23.2%, and the second principal component (PC2) = 17.7% (Figure 1b). Deseq2 package in R was used to analyze the DEGs between the different groups. Finally, 640 (74.70%) downregulated and 217 (25.30%) upregulated genes were identified in the *Tecrl* ^*−*/−^ male mice (Figure 1c).

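Among 14481 genes with at least 10 counts in at least 3 of the 10 libraries labelled male, 303 passed the paper's thresholds (unadjusted p under 0.05 and an absolute log2 fold change of at least 0.58) in edgeR's quasi-likelihood test. Of these, 172 (56.8%) were lower and 131 (43.2%) higher in the libraries labelled KO. The excess of lower genes turned with upper-quartile normalization (142 lower, 158 higher), with limma on log2(FPKM + 1) (22 lower, 33 higher), with the Y-linked level as covariate (52 lower, 87 higher), with at least 10 counts in every library (91 lower, 92 higher) and without S7 (107 lower, 112 higher). In the S series the Y-linked level coincides with the genotype label, so the fit with it rests mostly on WT1, WT2, TKO5 and TKO6. After Benjamini-Hochberg adjustment 0 genes were under 0.05, while 688 had an unadjusted p under 0.05. The count moved most with limma on log2(FPKM + 1), which gave 55 genes, and with no filter on low counts, which gave 852. Leaving out 1 library at a time gave 205 genes (without S12) to 484 (without WT2).

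Of the 10 genes marked in Fig. 1c, 4 are Y-linked. Ddx3y (chromosome Y, 1260771 to 1286629, GRCm38) had 43.2 ± 59.3 CPM in the libraries labelled male WT (SD, n = 5) and 88.6 ± 12.1 CPM in those labelled male KO (SD, n = 5), a spread that comes from S7, S8 and S9 at 0. Its log2 fold change was 4.37 (standard error 1.71, adjusted p = 0.882, edgeR), and 2.90 without S7. The log2 fold changes of Eif2s3y, Uty and Kdm5d were 4.03, 2.88 and 3.05. Bmp10 (chromosome 6, 87428994 to 87437677) had a log2 fold change of -4.22 (standard error 2.56, adjusted p = 0.882, edgeR) and ranged from 0 to 2080 CPM among the 5 libraries labelled male WT. Grrp1 was higher by 0.80 on the log2 scale (standard error 0.159). Cnn2, Arf6, Ttll11 and Kcnd3 were lower, with log2 fold changes from -0.55 for Arf6 to -0.40 for Cnn2. Without 1 library, Cnn2 ran from -0.55 (without S11) to -0.24 and Arf6 from -0.65 (without WT2) to -0.44. Ttll11 ran from -0.58 (without TKO6) to -0.20 and Kcnd3 from -0.65 (without S12) to -0.26. Each weakest value came without S10. Exons of Arf6 and Kcnd3 overlap genes on the opposite strand, and the counting is not stated to use strand. None of the 10 had an adjusted p under 0.05 over all genes tested, and 4 did adjusted over the list alone, which the study chose on such samples, so the latter is not independent evidence.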

### 3.3 GO analysis of *Tecrl* deficiency in mice

The identified DEGs were categorized into biological processes (BP), cellular components (CC), and molecular functions. 

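Gene ontology tables are not used here. In their place, gene lists written before the counts were seen were tested with limma's camera at an inter-gene correlation of 0.01, with library series as covariate, and 26 had a tested gene in the libraries labelled male. After Benjamini-Hochberg adjustment over the 26 lists, 2 were under 0.05, both lower in KO. The 11 glycogen genes had a mean log2 fold change of -0.35 (adjusted p = 0.00368), and all 11 were lower. The 8 immediate early genes had a mean of -0.55 (adjusted p = 0.0196), with 7 lower; without S7 the mean was -0.22 (adjusted p = 0.124), and without S9, S10 or S12 the adjusted p was 0.0711 to 0.0927. Glycolysis and gluconeogenesis genes (27) had a mean of -0.18 (adjusted p = 0.0550). Under fry, and under camera with the correlation estimated from the data, 0 lists were under 0.05. Of 100 splits of these libraries, the labels included, 85 gave at least 2 lists under 0.05 with the main camera setting.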

The BP of GO analysis revealed that the majority of DEGs were mainly enriched in the pathways related to calcium regulation and metabolism, regulation of lipid metabolic process, muscle contraction, fatty acid metabolism process, glucose homeostasis, lipid homeostasis, calcium ion homeostasis, pyruvate metabolic process, glycogen catabolic process, and calcium ion transport. The CCs mainly consisted of the sarcomere, contractile fiber, low-density lipoprotein particles, protein–lipid complex, and very-low-density lipoprotein particles (Figure 1d).

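The 20 sarcomere genes of a list written beforehand had a mean log2 fold change of 0.08 in the libraries labelled male KO against male WT (adjusted p = 0.380, camera, Benjamini-Hochberg over 26 lists), with 14 of 20 higher. The 15 tested lipoprotein genes had a mean of -0.06 (adjusted p = 0.920), with individual values from -2.69 to 0.88 on the log2 scale. Of the sarcomere genes 0 passed the paper's thresholds, and 1 of the lipoprotein genes did.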

### 3.4 Functional enrichment analysis of *Tecrl* deficiency in mice

KOBAS revealed the main pathways in which differentially expressed RNAs were enriched. In the male groups, KEGG analysis revealed the DEGs that were significantly enriched in 99 pathways. Among the pathways identified in the male *Tecrl* ^*−*/−^ group, metabolism-related pathways exhibited the highest number of DEGs, which included the metabolic pathway (86 genes), cholesterol metabolism (10 genes), regulation of lipolysis in adipocytes (7 genes), glycolysis/gluconeogenesis (8 genes), the glucagon signaling pathway (10 genes), the MAPK signaling pathway (28 genes), and the cyclic AMP signaling pathway (14 genes), most of which were related to fatty acid metabolism (Figure 1e). 

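KEGG membership was not used here, so the gene counts per pathway were not recomputed. Mouse Reactome sets gave 27 of 1125 sets with an adjusted p under 0.05 in the libraries labelled male (camera), 25 lower and 2 higher in KO, and 0 under fry. Reactome's set of lipid and lipoprotein metabolism (386 genes) had a mean log2 fold change of -0.07 (adjusted p = 0.364), and gluconeogenesis (30 genes) one of -0.16 (adjusted p = 0.343). The translation set of 145 genes was among the 27, with a mean of -0.09 (adjusted p = 0.000413) and 23 of the 145 genes higher; the adjusted p-values are Benjamini-Hochberg over 1125 sets.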

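For the libraries labelled male, 20 genes of fatty acid beta-oxidation (from Cpt1a, Cpt1b and Cpt2 to Acsl1) had a mean log2 fold change of -0.07 in KO against WT, with 14 lower (adjusted p = 0.5999, camera). The 33 calcium handling genes, Ryr2, Casq2, Atp2a2 and Camk2b among them, had a mean of -0.05, with 21 lower (adjusted p = 0.540, camera). No gene of either list had an adjusted p under 0.05, over all genes or adjusted over the list alone. Leaving out 1 library moved the beta-oxidation mean between -0.21 (without S10, adjusted p = 0.00964) and 0.06 (without S8), and the S-numbered libraries alone gave 0.01. The calcium mean lay between -0.08 (without WT2) and 0.001 (without WT1). Exons of Cpt1b, Acadvl and Etfb overlap other genes, which the counting can split.

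Among libraries labelled female, the beta-oxidation list was higher in KO by a mean of 0.34 on the log2 scale, with 17 of 20 genes higher (adjusted p = 0.00357, camera, and 0.415, fry). With series as covariate this rests on S1 to S3 against S4 to S6. Genotype label and sex-linked expression coincide in those libraries, so their effects cannot be told apart. Without S1 the mean was 0.58 and without S3 0.20. The calcium list had a mean of 0.02 (adjusted p = 0.499, camera), which fell to -0.02 without S3. Adjusted over each list alone, 2 beta-oxidation genes and 1 calcium handling gene were under 0.05 for female labels, and 0 of either over all genes. In 1 fit of all 20 libraries with a shared series term, which differs from the fits per sex above, the genotype effect was compared between the labelled sexes. In the S series both labels set WT libraries with Xist against KO libraries with Y-linked genes. The comparison is thus not one of female with male hearts there. The difference was -0.21 for beta-oxidation (adjusted p = 0.287, camera) and -0.07 for calcium handling (adjusted p = 0.338, camera). For beta-oxidation it was -0.45 without S1 and -0.38 without S9 (adjusted p = 0.0273 and 0.0289), and -0.06 without S3 (adjusted p = 0.682). For calcium handling it ran from -0.12 (without S9) to -0.02 (without S7) and passed in 0 of 20 fits without 1 library.

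**Figure D2:**
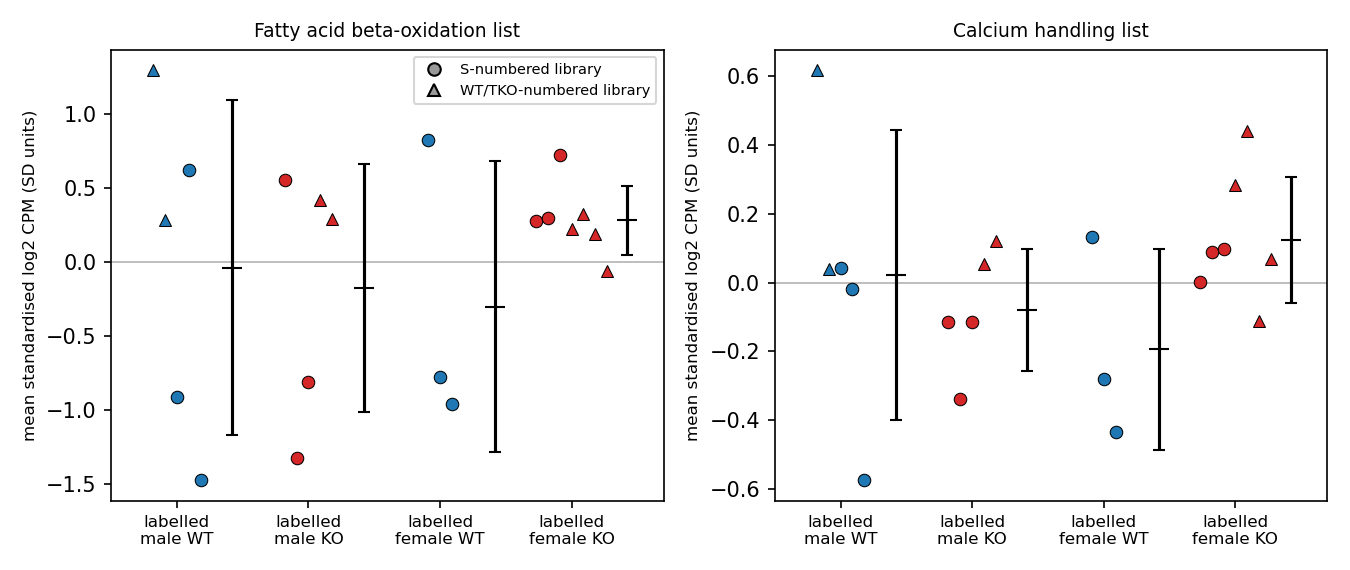
Mean log2 CPM of the beta-oxidation and calcium handling genes, each gene standardised over the 20 libraries (vertical axes, SD units), by label (horizontal axis), with WT in blue and KO in red. Circles are S-numbered and triangles WT or TKO libraries, and bars are mean ± SD. The libraries of each label overlap those of the other label of the same sex in both panels.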

Gene set enriched analysis was also used to identify whether fatty acid beta-oxidation and calcium regulation of cardiac cells were related to *Tecrl* deficiency (Figure 2a and b). 

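Of the 31 genes labelled in Fig. 2c, 28 were tested in the libraries labelled male, with a mean log2 fold change of -0.32 in KO and 25 lower (adjusted p = 0.00159, camera, over the 2 figure lists; adjusted p = 0.307, fry). Of the 22 genes labelled in Fig. 2d, 21 were tested, with a mean of -0.26 and 18 lower (adjusted p = 0.00696, camera; adjusted p = 0.307, fry). Library S7 carried most of both differences: without it the means were -0.05 and -0.04 (adjusted p = 0.174 for each, camera). Without S10 they were -0.13 and -0.08 (adjusted p = 0.224 for each, camera). In the libraries labelled male, no gene of either figure had an adjusted p under 0.05 over all genes or adjusted over the list alone. The genes were chosen by the study on such samples. For female labels, which again set S1 to S3 against S4 to S6, the means were 0.25 for Fig. 2c (26 genes) and 0.10 for Fig. 2d (20 genes). There 0 genes of either figure were under 0.05 over all genes, and 2 of Fig. 2c and 0 of Fig. 2d adjusted over the list alone.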

Subsequently, the expression levels of genes involved in fatty acid metabolism were shown by heatmap analysis (Figure 2c and d).

**Figure 2:**
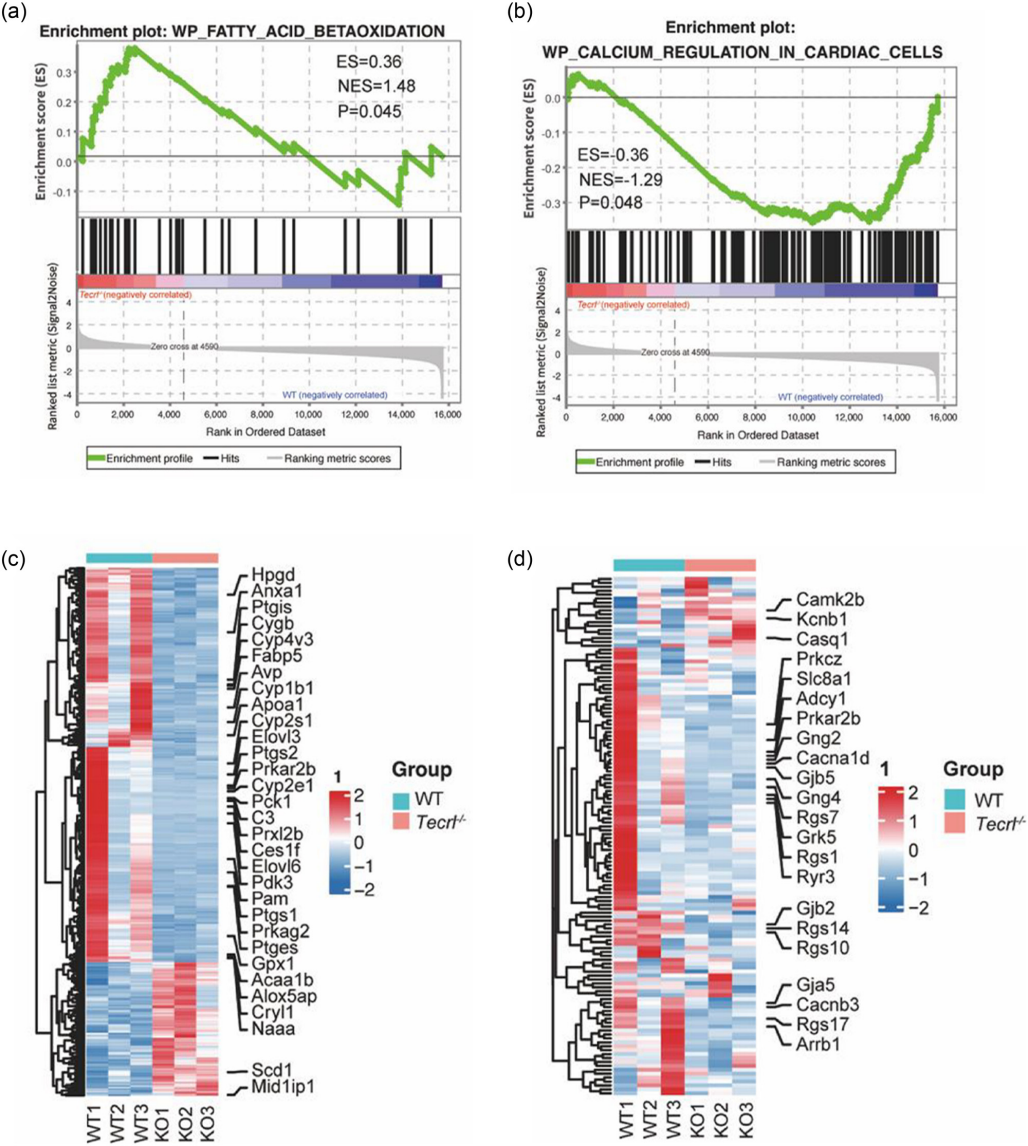
Hub gene selection and enrichment analysis: (a) GESA analysis of fatty acid beta-oxidation pathway, (b) GESA analysis of calcium regulation of cardiac cells pathway, (c) heatmap of fatty acid metabolism related genes in *Tecrl* ^*−*/−^ samples, and (d) heatmap of calcium handling related genes in *Tecrl* ^*−*/−^ samples.

### 3.5 Pivotal gene modules identification through WGCNA

To methodically elucidate crucial gene modules and potential mechanisms within the cardiac tissues of *Tecrl* KO or control mice of both genders, a WGCNA was performed. A hierarchical clustering approach was employed to generate numerous randomly color-coded modules for the cluster dendrogram (Figure 3a). The modular–trait correlation heatmap is presented in Figure 3b. The present study reveals a consistent negative correlation between the *Tecrl* KO trait and the midnight blue module as well as the royal blue module in mice heart tissue. This suggests that the deficiency of *Tecrl* results in a downregulated expression of genes associated with these functional modules. 

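Module membership is not given in the text, so the 3 genes that the paper names for each module were used, as the mean of log2 CPM standardised over the libraries, which is no measure of the whole module. For the midnight blue genes (Cav3, Rb1cc1, Ryr2) the libraries labelled male had -0.01 ± 0.732 in WT and -0.05 ± 0.580 in KO (SD, n = 5 each), a difference of -0.04 (exact permutation test, two-sided, p = 0.921). The libraries labelled female differed by 0.0016 (n = 3 and 7, exact permutation test, two-sided, p = 0.992). For the royal blue genes (Psmc3, Psmd13, Gsta4) the difference was 0.07 in the libraries labelled male (exact permutation p = 0.929) and 0.84 in those labelled female (exact permutation p = 0.075), higher in KO. Adjusted over the 4 comparisons the smallest of these was 0.30. With the levels standardised over all 20 libraries, the male differences within the S series were -0.02 and -0.07, and in WT1, WT2, TKO5 and TKO6 they were -0.07 and 0.29. Standardised over the S-numbered libraries alone, they were 0.02 and -0.05, and the female royal blue difference was 1.21 (n = 3 each, exact permutation p = 0.1, the smallest possible). Without S6 the female royal blue difference was 0.62 (exact permutation p = 0.0238). Leaving out S9 moved the male midnight blue difference to -0.32 and leaving out WT1 to 0.21. Exons of Rb1cc1, Psmc3 and Psmd13 overlap genes on the opposite strand. From the correlation of its modules with the KO trait (Fig. 3b), the paper proposes that Tecrl deficiency lowers the expression of genes in both modules.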

Notably, the midnight blue module comprises 74 genes, including *CAV3*, *Rb1cc1*, and *Ryr2*, while the royal blue module consists of 44 genes, including *Psmc3*, *Psmd13*, and *Gsta4*, all of which are hub genes. The shared pathways of these two modules were identified via Metascape (http://metascape.org/). The top GO terms of the hub genes included the following: response to muscle stretch, fatty acid and lipoprotein transport in hepatocytes, carbohydrate derivative catabolic process, and other metabolism-related pathways; the findings suggested the significant alteration of the metabolic process following *Tecrl* deficiency (Figure 3c and d). An analysis of DisNET (Figure 3e) indicated the participation of cardiovascular dysfunction, specifically left ventricular noncompaction cardiomyopathy, cardiomegaly, and electromyogram abnormality. Additionally, the MCODE analysis demonstrated an enrichment in the regulation of RAS by GAPs, RAF/MAP kinase cascade, negative epigenetic regulation of rRNA expression, and other pathways (Figure 3f). Collectively, the data indicated that the hub genes exhibiting a negative correlation with KO of *Tecrl* expression in heart tissues may significantly impact the metabolic process, particularly the fatty acid metabolic process, in the context of cardiovascular dysfunction.

**Figure 3:**
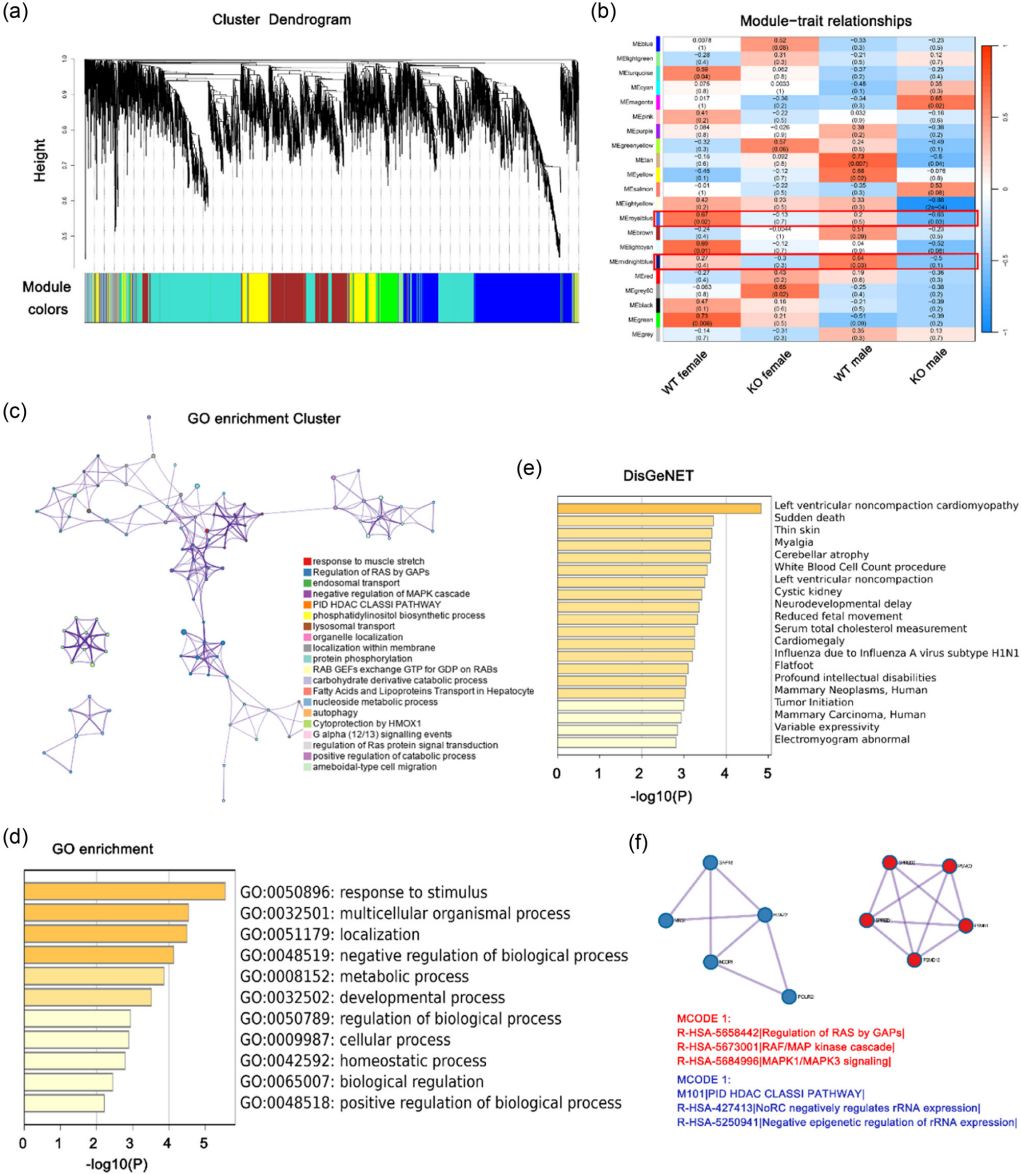
WGCNA revealing gene co-expression networks. (a) Utilizing WGCNA analysis, the dendrogram depicted the clusters of genes that were differentially expressed, based on various metrics. Each branch of the dendrogram represented an individual gene, while the colors beneath the branches represented a co-expression module. (b) The heatmap illustrated the correlation between gene modules and group phenotypes. The correlation coefficient within each cube indicated the degree of correlation between gene modules and traits, with a decreasing gradient from red to blue. (c) The functional enrichment analysis was conducted on *Tecrl* KO-related hub genes from the midnight blue and royal blue modules. (d) The DisGeNET terms of hub genes were enriched. (e) The hub genes underwent GO enrichment. The horizontal axis depicts the *P*-value of GO terms on Metascape using default parameters. (f) The top Molecular Complex Detection algorithm (MCODE) terms of hub genes related to *Tecrl* KO were identified. A network was formed by the protein–protein interactions (PPI) among *Tecrl* KO-related hub genes from the red module. The MCODE was utilized to detect the connected network components.

### 3.6 *Tecrl* deficiency effects on fatty acid metabolism in ventricular arrhythmia

To further explore the role of *TECRL* deficiency in the fatty acid metabolism and clinical implication in ventricular arrhythmia, the transcription data of iPSC-CMs were analyzed; iPSC-CMs were derived from patients diagnosed with BrS downloaded from GEO (GSE221945). TECRL was expressed at low levels in BrS samples (Figure 4a). Since fatty acid metabolism may play a crucial role in the pathogenesis of *Tecrl* ^*−*/−^ mice, the correlation of TECRL expression was analyzed with the key components (*APOA1*, *CPT2*, *UCP2*, *UCP3*) involved in the fatty acid metabolic pathways in BrS. In healthy iPSC-CMs, only UCP3 correlated positively with TECRL (Figure 4b). However, in iPSC-CMs derived from patients with BrS, all four genes were positively correlated with TECRL, which indicated the effects of TECRL on the fatty acid metabolism in patients with ventricular arrhythmia (Figure 4b–e). The transcription data also suggested that apolipoprotein A1 (APOA1) and fatty acid binding protein 5 (FABP5) exhibited a tendency to decrease in BrS, which was consistent with the results obtained from RNA-seq analysis (Figure 4f).

**Figure 4:**
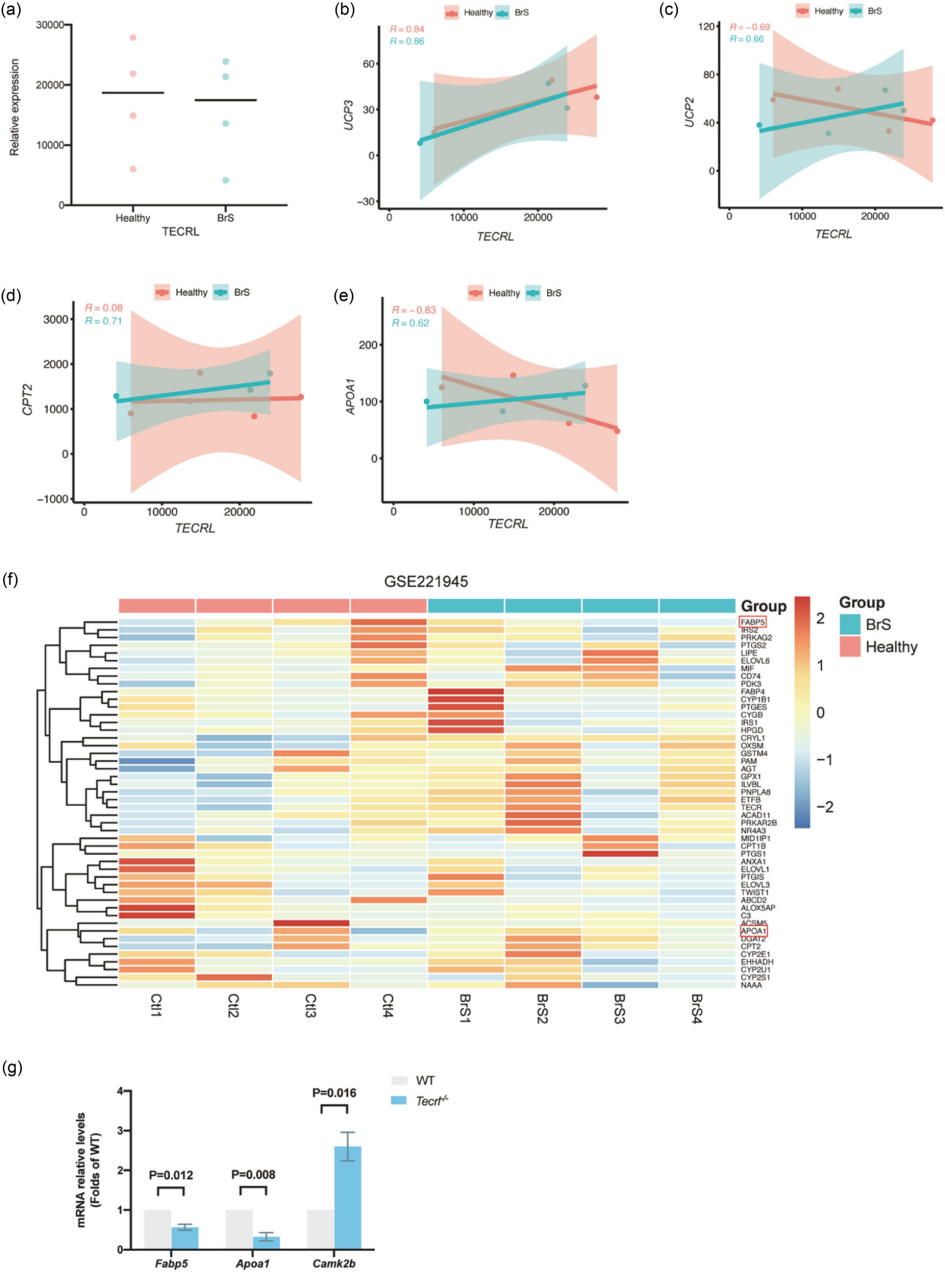
Tecrl deletion leads to significant representative changes. (a) TECRL expression in healthy and BrS patients. (b–e) The graphs of healthy group and Brs group showing a positive correlation of TECRL expression and (b) UCP3, (c) UCP2, (d) CPT2, and (e) APOA1. (f) The heatmap of 48 fatty acid metabolism related genes in BrS. (g) Changes in the mRNA level of Apoa1, Fabp5, and Camk2b.

In the present study, qPCR experiments were performed in WT and *Tecrl* ^*−*/−^ mice. The mRNA levels of *Fabp5* and *Apoa1* were significantly decreased in *Tecrl* ^*−*/−^ mice (Figure 4g). To assess the relationship of arrhythmia to calcium handling, qPCR was performed to determine the mRNA expression levels of *Camk2b* in male *Tecrl* ^*−*/−^ mice. The results revealed upregulation of *Camk2b* expression in *Tecrl* ^*−*/−^ mice (Figure 4g). In summary, these results indicated that *TECRL* deficiency was positively correlated to the fatty acid metabolism pathway and played a role in Ca^2+^ transport.

## 4 Discussion

Given the elusive pathogenic characteristics of CPVT, it is imperative to comprehend the potential mechanisms and identify innovative therapeutic targets for this ailment. It is established that mutation of the critical pathogenic gene *TECRL* could lead to CPVT, which is associated with Ca^2+^ processing and the development of arrhythmia. Our present *in vivo* transgenic mouse model confirmed that the progression of CPTV derived from *Tecrl* deficiency is caused by alteration of fatty acid metabolism and Ca^2+^ processing. Further investigation into the mechanism of TECRL-regulated fatty acid metabolism and the Ca^2+^ metabolic processing will deepen the understanding of TECRL-induced CPVT.

In our work, 857 DEGs were identified in male *Tecrl* ^*−*/−^ mice using RNA-seq analysis. An upregulation in the expression levels of *Camk2b* was noted. 

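Camk2b (ENSMUSG00000057897) lies on chromosome 11 of GRCm38 from 5969644 to 6066362. It had 11.1 ± 5.28 CPM in the libraries labelled male WT and 13.03 ± 2.57 CPM in those labelled male KO (SD, n = 5 each), a log2 fold change of 0.31 (standard error 0.192, adjusted p = 0.882, edgeR). The WT libraries ran from 5.50 to 16.8 CPM and the KO libraries from 9.56 to 16.1 CPM, so the difference lies within the spread. With the Y-linked level as a further covariate the log2 fold change was -0.13. That fit rests mostly on WT1 and WT2 against TKO5 and TKO6, since genotype label and Y-linked level coincide in the S series. For female labels Camk2b had 6.13 ± 0.993 CPM in WT (SD, n = 3) and 11.5 ± 4.37 CPM in KO (SD, n = 7). That KO mean takes in TKO1 to TKO4, whereas the fold change for female labels rests on S1 to S3 against S4 to S6. The log2 fold change there was 0.23 (standard error 0.230, adjusted p = 0.630, edgeR). Without 1 library it ran from 0.02 (without S5) to 0.44 (without S4).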

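For the libraries labelled female, 14511 genes were tested and 1450 passed the paper's thresholds, 1037 lower and 413 higher in KO. Without the series covariate 855 were lower and 594 higher, and with limma on log2(FPKM + 1) 267 were lower and 286 higher. With no fold threshold, 8 genes had an adjusted p under 0.05 (edgeR). With library series as covariate this comparison rests on S1 to S3 against S4 to S6, which also differ in sex-linked genes. The 4 genes higher in KO were Ddx3y, Uty, Eif2s3y and Kdm5d, with at most 3 counts in each library labelled female WT; Ddx3y averaged 39.2 CPM in those labelled KO. The 4 lower genes were Xist, Cntn2, Gm14267 and Kdm6a, and Gm14267, a pseudogene, was the one whose groups did not overlap. DESeq2 gave 383 genes with an adjusted p under 0.05, and leaving out S1 gave 2409 (edgeR). Of the 33 calcium handling genes 21 were higher in the female comparison and 12 in the male one.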

GO analysis revealed that DEGs in male and female *Tecrl* ^*−*/−^ mice were significantly recruited in calcium handling-related pathways such as calcium ion homeostasis and calcium ion transport. Moreover, WGCNA is widely regarded as a superior approach for identifying internal functional modules among key genes. Despite this, there have been few studies utilizing WGCNA to elucidate the underlying mechanisms of CPVT. RNA-seq analysis was used to identify two crucial gene modules that exhibited a consistent negative correlation with the *Tecrl* KO trait in mouse heart tissues. GO enrichment analysis of these modules revealed significant alterations in metabolic processes following *Tecrl* KO, indicating that a deficiency in *Tecrl* led to the downregulation of metabolism-related pathways, ultimately resulting in cardiovascular dysfunction. The top two enriched pathways related to the ion channel in *Tecrl* ^*−*/−^ mice were the MAPK signaling and the Ras-proximate-1 signaling pathway, suggesting that CPVT may be associated with dysfunction of the ion channel, notably the processing of Ca^2+^. Calcium/calmodulin-dependent protein kinase II (CaMKII) is one of the isoforms involved in the regulation of intracellular calcium levels [15,16], which plays a pivotal role in the release of Ca^2+^ from the ER and abnormal sarcoplasmic reticulum (SR) Ca^2+^ leakiness [17,18]. Inhibition of CaMKII normalized the CPVT phenotype including Ca^2+^ handling and electrocardiogram (ECG), which indicated that CaMKII played a key role in the incidence of CPVT [17]. In addition, CPVT is a channelopathy caused by the unregulated pathological calcium release [19] in parallel with a high spontaneous Ca^2+^ release and Ca^2+^ waves [20], which is consistent with the results presented in the current study. More importantly, Devalla’s group previously revealed that mutation in TECRL in hiPSC-CMs led to abnormalities in intracellular calcium ([Ca^2+^]_*i*_) transients and increased susceptibility to trigger activity [6]. Our previous study also found that *TECRL* KO caused the alterations in calcium handling, which indicated that abnormal calcium handling may underly the mechanism by which *TECRL* deficiency induces CPVT (C. Hou and T. Xiao, unpublished data).

Another previous study reported that RYR2 may decrease glucose oxidation and increase glycolysis by inhibiting pyruvate dehydrogenase, as well as lowering Ca^2+^ signal amplitude and frequency [21]. Similarly, Santulli et al. found that the leaky RYR2 channels caused the impairment of insulin secretion, resulting in glucose intolerance [22]. Moreover, Li et al. expounded that BMAL1 regulates mitochondrial fission and mitophagy through mitochondrial protein BNIP3 and is critical in the development of dilated cardiomyopathy [23]. 

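The mean of the glycogen list in the libraries labelled male, lower in KO, was -0.25 without S7. It kept an adjusted p of at most 0.0398 (camera) in the 10 fits that each left out 1 library. Such fits cannot show that passing camera is rare in these libraries. Of 100 splits of them, the labels included, 85 gave at least 2 passing lists, as many as the labels. Reactome's sets did not pass in these libraries: glycogen breakdown (16 genes) had a mean of -0.19 with 5 genes higher (adjusted p = 0.364, camera) and glycogen synthesis (12 genes) one of -0.04 (adjusted p = 0.771, camera). In the libraries labelled female the fit rests on S1 to S3 against S4 to S6, which also differ in sex-linked genes. The mean of the glycogen list there was 0.34 with 9 of 11 genes higher (adjusted p = 0.0361, camera). Without S2 it was 0.25 (adjusted p = 0.181, camera), and without S3, S4 or S6 the adjusted p was also above 0.05. The 25 glycolysis and gluconeogenesis genes tested there had a mean of 0.24 (adjusted p = 0.0376, camera), against 21 of 27 genes lower in the libraries labelled male. Under fry none of these was under 0.05.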

In our study, comparative analysis of differential gene expression showed that *Tecrl* deficiency was enriched in glucose metabolism, such as glucose metabolic process, glucose homeostasis, and glycogen catabolic process. Interestingly, Devalla et al. reported that *TECRL* deficiency was accompanied by a decrease in RYR2 in hiPSC-CMs [6], indicating that TECRL may have a potential effect on RYR2. Our previous study found that *TECRL* deficiency decreased the stability of RYR2, which suggested that *TECRL* deficiency may have an influence on RYR2. This suggested that TECRL played a key role in RYR2 expression, which may explain why DEGs were enriched in the glucose metabolism pathway.

Furthermore, we also observed that the most common pathway related to the DEGs was the fatty acid metabolism pathway in *Tecrl* ^*−*/−^ mice. 

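The 17 tested genes of fatty acid synthesis and elongation had a mean log2 fold change of -0.23 in the libraries labelled male KO against male WT (adjusted p = 0.381, camera) and 0.08 in those labelled female (adjusted p = 0.499, camera). In Reactome's mitochondrial beta-oxidation set (14 genes) the mean was -0.08 in the libraries labelled male (adjusted p = 0.750, camera).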

And the TECRL was positively correlated with genes involved in the metabolism of fatty acids in BrS patients, which is a disorder also characterized by polymorphic ventricular tachycardia. Among the four genes, UCP2, UCP3, and CPT2 played a crucial role in fatty acid oxidation, it has proven that the downregulation of UCP2 and UCP3 impaired myocardial fatty acid oxidation and elevates the production of reactive oxygen species (ROS), subsequently increasing the incidence of arrhythmia [24,25]. We also identified the downregulation of *Apoa1* and *Fabp5* in male and female *Tecrl* ^*−*/−^ mice. 

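Apoa1 (ENSMUSG00000032083) lies on chromosome 9 of GRCm38 from 46228580 to 46230466 and was near the floor in most hearts. It had 1.09 ± 1.14 CPM in the libraries labelled male WT and 1.95 ± 2.59 CPM in those labelled male KO (SD, n = 5 each), a log2 fold change of 0.59 (standard error 0.833, adjusted p = 0.913, edgeR). Without S11, which had 5.89 CPM, the log2 fold change was -0.10, and with the Y-linked level as covariate it was -1.11. For female labels it had 0.537 ± 0.273 CPM in WT (SD, n = 3) and 1.81 ± 3.94 CPM in KO (SD, n = 7). The KO mean includes TKO1 to TKO4, while the fold change with series as covariate rests on S1 to S3 against S4 to S6. The same holds for Fabp5 below. The log2 fold change there was 2.96 (standard error 0.961, adjusted p = 0.186, edgeR), and 0.48 without S4, which had 10.7 CPM.

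Fabp5 (ENSMUSG00000027533, chromosome 3, 10012548 to 10016607) had 64.8 ± 15.7 CPM in the libraries labelled male WT and 56.2 ± 17.6 CPM in those labelled male KO (SD, n = 5 each). Its log2 fold change was -0.22 (standard error 0.184, adjusted p = 0.882, edgeR), with S11 at 87.4 CPM and the other KO libraries at 45.9 to 50.4 CPM. The libraries labelled female had 72.6 ± 16.3 CPM in WT (SD, n = 3) and 52.4 ± 8.43 CPM in KO (SD, n = 7), with a log2 fold change of -0.43 (standard error 0.202, adjusted p = 0.280, edgeR). Without S1 that adjusted p was 0.0498. Fabp5 was lower in KO in each of the 20 fits without 1 library, and the groups overlapped in both sexes. For male labels its log2 fold change in these fits ran from -0.40 (without S11) to -0.09 (without S9). For female labels it ran from -0.60 (without S1) to -0.25 (without S2).

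**Figure D3:**
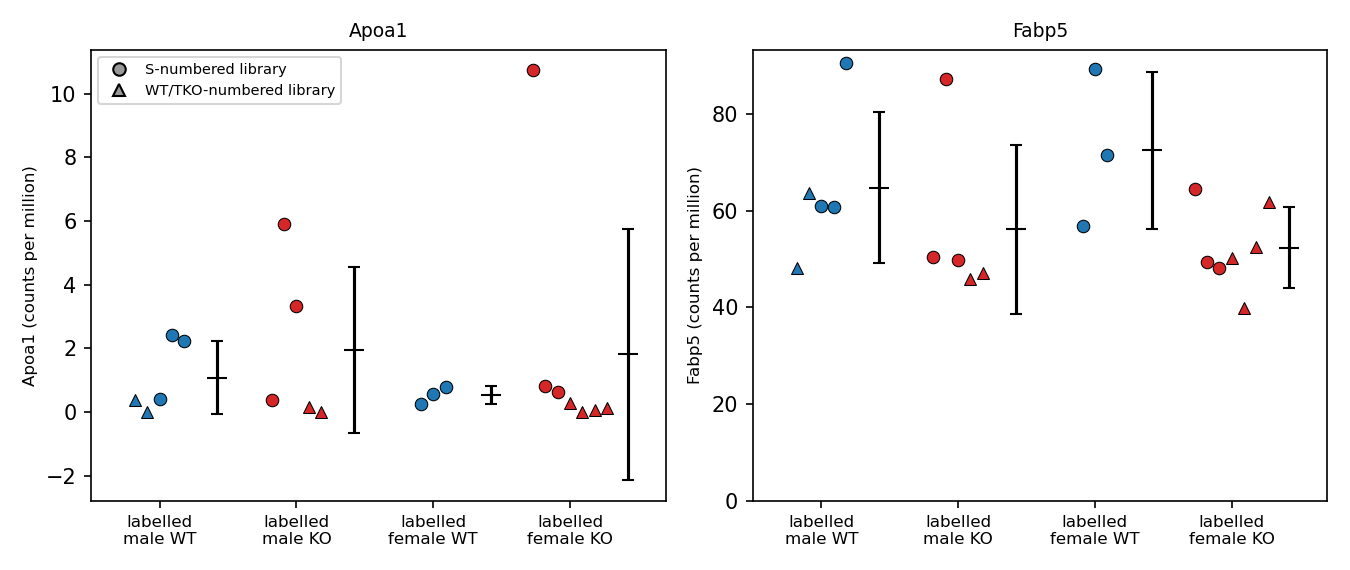
Apoa1 and Fabp5 in CPM (vertical axes) for each of the 20 libraries, by label (horizontal axis), with WT in blue and KO in red. Circles are S-numbered and triangles WT or TKO libraries, and bars are mean ± SD, which run below 0 for Apoa1. S4 stands at 10.7 and S11 at 5.89 for Apoa1, and S11 at 87.4 for Fabp5 among the libraries labelled male KO.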

Previous study revealed that *Apoa1* deficiency results in the abnormal calcium ion transport, while *Fabp5* deficiency increases oxidative stress [26,27]. Notably, *TECRL* has important individual sequences of TECR, which is a protein involved in the synthesis of fatty acids. Long chain fatty acids are responsible for the majority of energy for the normal human heart [28]. Impaired metabolism of fatty acids can contribute to the accumulation of the toxic lipids, which can in turn impair intracellular calcium handling and cardiac contractility [29]. Therefore, impaired metabolism of fatty acids is related to the occurrence of many cardiovascular diseases such as hypertrophic cardiomyopathy, diabetic cardiomyopathy, and arrhythmia [30–32]. Besides, previous study reported that very-long-fatty-acid deficiency may alter the ultrastructure of mitochondria and induce polymorphic ventricular tachycardia [33]. Priori’s group reported that mutation in *Ryr2* led to the increased DADs and mitochondrial abnormalities [34]. While increased mitochondrial ROS can stimulate the RYR leak and CaMKII, which is a critical mechanism of the incidence of CPVT [35]. Similarly, in our previous study, we found that *Tecrl* deficiency impaired the ultrastructure of mitochondria and increased mitochondrial ROS [7]. These indicate that the mechanism by which *TECRL* causes CPVT may be related to impaired fatty acid metabolism and ultrastructure of mitochondria.

Like all scientific research, our study had some limitations. For example, in sample selection, the lack of human heart tissue of CPVT for clinical validation is a major limitation in our study. Due to the preciousness of the cardiac tissue, we are currently unable to address this issue. In addition, a limited number of studies have been conducted utilizing WGCNA to elucidate the underlying mechanisms of CPVT. Although we have identified two crucial gene modules that exhibited a consistent negative correlation with the *Tecrl* KO trait in mouse heart tissues by RNA-seq analysis, it requires more validation in the real world. Hence, more work and further validation in multicenter, large-sample cohorts are urgently needed.

## 5 Conclusion

Our findings suggest a possible association between *Tecrl* deficiency-mediated CPVT and fatty acid metabolism as well as Ca^2+^ handling. This study provides a novel perspective on the function of TECRL and its role in CPVT. Further investigation into the protein function of TECRL may offer potential therapeutic targets for the prevention and treatment of CPVT in the future.

## Appendix

**Table A1:** Sequence of the primers used for validation

Gene name	Forward primer	Reverse primer
APOA1	5′-GTCCCAGTTTGAATCCTCCTCCTTG-3′	5′-AGGTTATCCCAGAAGTCCCGAGTC-3′
FABP5	5′-GCTAGGAGTAGGACTGGCTCTTAGG-3′	5′-TCTTCACTGTGCTCTCGGTTTTGAC-3′
CaMK2b	5′-CCCTGCCCATCTCCGACTCTC-3′	5′-AATGAGCTGCTCTGTGGTCTTGATG-3′
GAPDH	5′-ACCCAGAAGACTGTGGATGG-3′	5′-CACATTGGGGGTAGGAACAC-3′

How the deposited data were processed for this re-analysis (not part of the article)

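Heart RNA of mice aged 8 weeks was sequenced in 20 libraries: 5 labelled male WT, 5 labelled male KO, 3 labelled female WT and 7 labelled female KO. Each library was assigned to its group from the sample labels alone, and no library was moved or left out because of its values. The library names form 2 series, S and WT/TKO, which were treated as a possible batch.

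The authors deposited 1 table with a whole-number count of reads for each of 29339 Ensembl genes and library, without normalization. Aligner, counting program, strandedness and annotation are not stated in the paper's text or the labels. The same table holds the FPKM of the authors, which equals the count divided by 1 length per gene and by the library total. All 20 columns of each kind were matched to a sample by name. Of the gene identifiers, 29328 are in GENCODE mouse release 21 (GRCm38), and for 28730 the length agreed within 1% with the summed exon length of that release, so coordinates are given from it. Genes whose exons overlap another gene are named as such, since the counts could be split.

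Total counts per library ran from 12540002 to 20038593, and mitochondrial genes took 15.3% to 30.4% of them. Counts of 3 or fewer were treated as the floor. From the counts, edgeR 4.0.16 (TMM normalization, quasi-likelihood test) compared KO with WT within each labelled sex, with library series as covariate, over genes with at least 10 counts in at least 3 libraries. Genes were counted at the paper's thresholds (unadjusted p under 0.05, absolute log2 fold change of at least 0.58) and at a Benjamini-Hochberg adjusted p under 0.05. A genotype by sex term was tested in a fit of all 20 libraries. Among libraries labelled female, the WT libraries are all of the S series, so the comparison rests on S1 to S3 against S4 to S6.

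Gene lists (29, written before the counts were seen) were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, and with fry and fgsea 1.28.0 as alternatives; 26 lists could be tested in the libraries labelled male and 28 in those labelled female. The lists cover atrial and ventricular cardiomyocytes, other cell types, cell states and pathways, and mouse Reactome sets were tested beside them. The named genes of each module were averaged as standardised log2 CPM and compared with exact permutation tests. Principal components were computed from log2(FPKM + 1). Correlations across libraries used a permutation test with 100000 resamples, or exact enumeration with fewer than 10 libraries. R 4.3.3, DESeq2 1.42.0, Python 3.11.15, scipy 1.17.1 and matplotlib 3.10.9 were used.

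The edgeR, DESeq2, limma, interaction, camera and fry tests were tried on simulated counts drawn from the real means. For the tests of single genes, 200 genes were changed 4-fold. Of the changed genes that were tested, edgeR recovered 99.5% with 5 false calls among 14236 genes, DESeq2 99.5% with 18 false calls, limma on log2(FPKM + 1) 98.5% and the interaction test 92.5%. With no gene changed, edgeR made 0 calls among 14213 genes. Camera and fry each found the 2 changed lists among 26, with a simulated list change of 0.5 on the log2 scale. The simulated genes were drawn independently, with 1 dispersion of 0.05 and no series difference. These runs therefore do not show how the tests behave with correlated genes or uneven libraries. In other splits of the real libraries the median number of lists passing camera was 4 for male labels and 3 for female labels.

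Genes named in the text are those the paper names or labels in Fig. 1c, 2c or 2d, the genes of a reported list, the sex-linked genes, and in each sex up to 5 higher and 5 lower genes with an adjusted p under 0.05 and no overlap between groups, a rule set before the data were examined. Gm14267 alone met the last part. Acta1, Actc1, Cntn2 and Kdm6a were named after their values were seen. Alternatives were DESeq2, another filter or none, no series covariate, the S-numbered libraries alone, upper-quartile normalization, 1 fit of all libraries, limma on log2(FPKM + 1), the summed Y-linked level as covariate, and each library left out in turn. The genotype effect over all 20 libraries, the test of lists for a genotype by sex difference, camera with an estimated correlation, the fits with atrial or adipose genes as covariate, the correlations and the comparison of all choices of 3 libraries were added after the data were seen. Protein blots, qPCR, the human cardiomyocyte data, GO, KEGG and the co-expression modules were not analysed here.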

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

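The tests on Acta1, of lists for a difference between sexes and on leaving out single libraries were chosen after their results were seen. The correlation with liver genes was too, though liver RNA as an explanation of Apoa1 and the test on sex-linked genes were set down before.

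Xist is not discussed in the paper. In S7, S8 and S9, labelled male WT, it had at least 250.0 CPM, against at most 0.281 in the other libraries labelled male WT. In S4, S5 and S6, labelled female KO, the 4 Y-linked genes had at least 182.0 CPM in sum. The test asked whether a library labelled male WT has Xist at the female level and Y-linked genes near 0, and 3 did. In these libraries the difference of the Y-linked genes therefore comes from S7, S8 and S9, whose Y-linked sum was 0. WT1 and WT2, at 193.4 and 171.5 CPM, lay within the 148.4 to 195 CPM of the libraries labelled male KO. For the marks in Fig. 1c, whose libraries the paper does not name, female hearts among the libraries labelled male WT are a candidate source. Whether the sex label alone or also the genotype label of these 6 libraries is wrong stays open, since Tecrl differed in neither direction. No biological explanation was tested.

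Acta1, which the paper does not discuss, was the 1 gene with an adjusted p under 0.05 for genotype over all 20 libraries (log2 fold change 1.70, standard error 0.268, adjusted p = 0.0383, edgeR). It had 149.6 ± 73.2 CPM in the libraries labelled WT (SD, n = 8) and 477.9 ± 210.1 CPM in those labelled KO (SD, n = 12). All 12 lay above every WT library (exact permutation p = 7.94e-06 over 125970 splits, for a gene picked from 15187). Of 100 splits of the libraries, the real one included, 9 gave at least 1 gene with an adjusted p under 0.05, so 1 such call is within chance. How often other splits give a gene without overlap was not counted. Library series as the whole cause is argued against, since the log2 difference was 2.05 within the S series and 1.24 in the other, where the margin was 290.1 against 286.3 CPM with 2 WT libraries. With the Y-linked level as covariate it was 1.49, or 5.28 standard errors, with an adjusted p of 0.508. With labelled sex as covariate the adjusted p was 0.0757. Skeletal muscle genes fell by 3.78 CPM in sum where Acta1 rose by 328.3 CPM. The paralog Actc1 changed by 0.13 (standard error 0.112), and the 2 genes share 0 stretches of 31 bases. Without 1 library the fold change ran from 1.52 to 2.09, and its adjusted p was at least 0.05 in 14 of 20 fits. An effect of genotype on Acta1 is a hypothesis that these libraries cannot settle.

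The genotype effect differed between labelled sexes for 4 gene lists in a test of the difference itself (camera): white adipose by -3.91 (adjusted p = 0.000491, 5 genes), liver by -1.94 (adjusted p = 0.00573, 8 genes), glycogen by -0.68 (adjusted p = 0.000491, 11 genes) and glycolysis and gluconeogenesis by -0.46 (adjusted p = 0.0132, 27 genes). Under fry the adjusted p was at least 0.249 for each. A single library as the whole cause is argued against for the first 3, which kept an adjusted p under 0.05 in 20 of 20 fits without 1 library, though white adipose fell to -2.37 without S7. Glycolysis kept it in 17 of 20, so 1 library may decide that one; without S8 it was -0.33 (adjusted p = 0.151). In the S series both labelled sexes set WT libraries with Xist against KO libraries with Y-linked genes, so the difference between labels does not compare female with male hearts there. An effect of sex was therefore not tested.

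A single library stood apart in 6 of 60 groups tested, where chance gives about 3. S4, labelled female KO, had log2 CPM of 3.55 for Apoa1, against 0 to 0.87 in the others, and a standardised level of 2.36 for the liver genes, against at most 0.15. Alb stood at 81.7 CPM in S4. In the other sex label, where the relation was tested without S4, 4 liver transcripts and Apoa1 correlated at r = 0.969 (permutation p = 0.00014, adjusted 0.00056). RNA from liver may thus be the source of both, though for female labels the relation rests on S4 and S5. S11 had log2 CPM of 6.47 for Fabp5, against at most 5.68 in the other libraries labelled male KO. S6 stood at 0.84 for glycolysis and gluconeogenesis genes (others at most 0.19), TKO5 at -0.56 for white adipose genes (others at least 0.13) and S7 at 204.1 on the second component (others at most 28.5). For these 4 no cause was tested.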

How the results depend on the processing

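All alternatives except those named as added were chosen before the data were examined. No paired analysis was possible because the libraries carry no shared replicate numbers. The Y-linked covariate could not be fitted in the libraries labelled female, where it leaves no estimate of the genotype effect, and for Bmp10 in those labelled male the fit diverged, so no value is given. For male labels this covariate coincides with the genotype label within the S series. Its fits there rest mostly on WT1 and WT2 against TKO5 and TKO6. The cause was not tested for the changes below, except that a stricter filter tests fewer genes and that the S-numbered set holds fewer libraries.

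The number of genes past the paper's thresholds in the libraries labelled male was 303. It stayed within 1.5 times of this, from 250 to 443, with DESeq2, without the series covariate in edgeR or DESeq2, with upper-quartile normalization, with 1 fit of all libraries and with the S-numbered libraries in edgeR or DESeq2. It was 852 with no filter on low counts, 183 with at least 10 counts in every library, 55 with limma on log2(FPKM + 1) and 139 with the Y-linked covariate. Of the 139, 32 were among the 303. Without 1 library it ran from 205 (without S12) to 484 (without WT2). The share lower in KO, 56.8%, fell below that of the higher genes with the Y-linked covariate (37.4%), limma (22 of 55), upper-quartile normalization (47.3%), at least 10 counts in every library (49.7%) and without S7 (48.9%).

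The number with an adjusted p under 0.05 was 0 in the same libraries (688 at an unadjusted p under 0.05). It was 13 with DESeq2, 59 with no filter, 5 with the S-numbered libraries, 17 with DESeq2 on these, 3 with DESeq2 without the series covariate, and 0 to 1 without 1 library (1 without TKO6).

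For female labels, 1450 genes passed the paper's thresholds. The count was 2239 with no filter, 553 with limma, and 640 (without S3) to 2954 (without S1) when 1 library was left out. Without the series covariate it was 1449, of which 816 were shared. The share lower in KO, 71.5%, was 59.0% without the series covariate and 48.3% with limma. The adjusted count of 8 was 383 with DESeq2, 1110 with no filter, 0 with at least 10 counts in every library, 2 without the series covariate, 190 with DESeq2 on the S-numbered libraries, 682 with DESeq2 without the series covariate, 2 in 1 fit of all libraries and 13 with limma. Without 1 library it ran from 1 (without S6) to 2409 (without S1).

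The genotype by sex count of 0 (2375 at an unadjusted p under 0.05) was 20 with DESeq2, 129 with no filter, 1 with DESeq2 on the S-numbered libraries and 77 with DESeq2 without the series covariate. It ran from 0 to 1127 without 1 library, the highest without S1. The genotype effect over all 20 libraries, added later, was called for 1 gene. It was called for 9 with DESeq2, 0 with the Y-linked covariate or with labelled sex as covariate, and 0 to 3 without 1 library (3 without S11).

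The 2 components held 28.6% of the variance. The share was 46.8% centred only, 28.1% with a pseudocount of 0.1, 27.7% from log2 CPM, 36.7% in the S-numbered libraries and 42.6% over genes with an FPKM of at least 1 in 3 libraries. Without 1 library it ran from 28.4% to 29.9%.

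Tecrl in the libraries labelled male (0.02 on the log2 scale) changed sign to -0.0039 without the series covariate, -0.0025 with DESeq2 without it, and -0.21 with the Y-linked covariate. It ran from -0.11 (without S10) to 0.17 (without WT1) when 1 library was left out. No alternative gave it an adjusted p under 0.05. Of the module genes, the midnight blue difference changed sign in the S-numbered libraries, to 0.0214 for male labels and -0.0872 for female labels, and the royal blue one for male labels to -0.0546. Without 1 library, these 3 ran from -0.32 (without S9) to 0.21 (without WT1), from -0.0868 (without TKO2) to 0.0912 (without S5), and from -0.24 (without S9) to 0.36 (without S11). The royal blue difference for female labels was 1.21 in the S-numbered libraries and ran from 0.51 (without S3) to 1.03 (without S2), and without S6 it was 0.62 (exact permutation p = 0.0238, unadjusted).

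Of the gene lists, 2 passed an adjusted p of 0.05 for male labels and 5 for female labels. For male labels 0 passed under fry, under fgsea and under camera with an estimated correlation, which was added later. For female labels 0 passed under fry and the estimated correlation, 1 under fgsea and 2 without the series covariate. In place of the lists, 27 and 35 Reactome sets passed. Without 1 library the number ran from 1 (without S12) to 7 (without S8) for male labels and from 3 (without S6) to 6 for female labels.

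The beta-oxidation mean for male labels (-0.07) was 0.0135 in the S-numbered libraries and -0.21 (without S10, adjusted p = 0.00964) to 0.0576 (without S8) when 1 was left out. For female labels (0.34) it did not pass under fry or the estimated correlation, with the mean still 0.34, nor under fgsea, with a normalized enrichment score of 1.79. The calcium mean ran from -0.0835 (without WT2) to 0.00114 (without WT1) for male labels and from -0.0216 (without S3) to 0.0494 (without S1) for female labels. The Fig. 2c mean of -0.32 and the Fig. 2d mean of -0.26 did not pass under fry. Without 1 library they ran from -0.49 (without S8) to -0.0468 (without S7) and from -0.45 (without S8) to -0.0387 (without S7). For female labels the Fig. 2c mean ran from 0.21 to 0.32, and passed without S4 or S5.

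With the Y-linked covariate the sign changed for Apoa1 (-1.11), Camk2b (-0.13), Ddx3y (-0.12), Uty (-0.29) and Ttll11 (0.0553) in the libraries labelled male. In those labelled female, Apoa1 became -0.68 with DESeq2 without the series covariate, and Ryr2 0.19 without the covariate in edgeR and 0.19 in DESeq2. Apoa1 in the libraries labelled male ran from -0.10 (without S11) to 0.98 without 1 library. Among single genes and list differences, the other settings otherwise made 6 weaker (2 of Acta1, and the 4 list differences under fry) and 19 stronger, mostly the Y-linked genes, and leaving out 1 library made 17 weaker and 1 stronger. Of those 17, 14 were of Acta1. Female labels rest on 3 WT libraries, which limits every result for them.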

Differences from the paper's values

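In the male comparison the paper reports 640 downregulated genes, where 172 were found, and 217 upregulated genes, where 131 were found, a total of 303 against the paper's 857. The upregulated share was 43.2% against the paper's 25.30%. Of the alternatives set before the data were examined, no filter on low counts gave 542 lower, 310 higher and 852 in all, each within 1.5 times of the paper's value. The upregulated count also came within 1.5 times with DESeq2, upper-quartile normalization, the S-numbered libraries, DESeq2 on these, and 1 fit of all libraries, and without WT2, S8, S9 or TKO6. The share came within 1.5 times with no filter and without S8. None of the other alternatives closed the gap.

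After the values were seen, DESeq2 was run on all 100 choices of 3 libraries labelled male WT and 3 labelled male KO, the paper's group size. They gave 43 to 856 genes higher (median 185) and 38 to 1254 lower (median 267). Both counts came within 1.5 times of the paper's in 8 choices, and 0 equalled them. The nearest, WT1, S7 and S9 against S10, S12 and TKO5, gave 207 higher and 527 lower. With a prior on the fold changes 3 came within 1.5 times, the nearest with 234 higher and 610 lower for S7 to S9 against S10, S12 and TKO5. S7 to S9 against each of 35 choices of 3 libraries labelled female KO gave 0 within 1.5 times, or 8 with the prior, and 0 equal. No choice was used for any result.

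The mean total count was 15.06 ± 1.84 M per library (SD, n = 20), against the paper's 5.28 ± 1.37 M raw reads (the paper does not state which error). The measures are unlike, since counts on genes are a part of the raw reads. As the lowest total was 12540002, the paper's value cannot be the raw reads of these libraries, unless reads were counted more than once. The labels give 5 libraries each for male WT and male KO and 7 for female KO, where the paper gives 3 per group. The S-numbered libraries alone hold 3 per group.

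Fig. 1c, read by eye, shows log2 fold changes of about -7.2 for Bmp10, about -1.1 for Cnn2, about -1 for Arf6, about -1.7 for Ttll11, about -1.4 for Kcnd3 and about 1.2 for Grrp1. The values here were -4.22, -0.40, -0.55, -0.42, -0.45 and 0.80. Bmp10 came within the error with DESeq2 and with DESeq2 on the S-numbered libraries, Arf6 with the latter, and Grrp1 with the Y-linked covariate. No alternative closed the gap for Cnn2, Ttll11 or Kcnd3.

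By qPCR (Fig. 4g), not analysed here, the paper reports lower Apoa1 and Fabp5 and higher Camk2b in knockout mice. The paper also states that Apoa1 was downregulated in both sexes, where its log2 fold change was 0.59 and 2.96 in these libraries. It was lower with the Y-linked covariate (-1.11) and without S11 (-0.10) for male labels, and with DESeq2 without the series covariate (-0.68) for female labels. The 3 named genes of the royal blue module were higher by 0.07 and 0.84 in the libraries labelled male and female KO, where the paper gives a negative correlation of the module with the KO trait; for the midnight blue genes the differences were -0.04 and 0.0016. The royal blue difference for male labels was negative in the S-numbered libraries and without S9, S10, TKO5 or TKO6. The midnight blue one for female labels was negative in the S-numbered libraries and without S3, S4, S6, TKO1 or TKO2. For Fabp5 and Camk2b the direction was that of the paper, with adjusted p of 0.882 in the libraries labelled male. The paper links beta-oxidation and calcium regulation to Tecrl deficiency (Fig. 2a and b); neither list passed in the libraries labelled male (adjusted p = 0.5999 and 0.540, camera), except that beta-oxidation passed without S10.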

Other observations

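The splits of the samples were set down before their results were seen, as were atrial, adipose and liver tissue as explanations, with their marker genes. The fits with these genes as covariate, the correlations and the tests on Tecrl were chosen after the data were seen.

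Other splits of the libraries were counted. For the 10 libraries labelled male, 43 of 100 splits drawn from 126 gave as many genes at the paper's thresholds (303) as the labels, 100 of 100 gave as many with an adjusted p under 0.05 (0, which any split matches), and 85 gave as many gene lists (2). The split with the most genes, 3167, nearly follows the library series: WT1, WT2, S7, TKO5 and TKO6 against the rest. With series as covariate that split rests on S7 alone, so it has no within-series value. For the 10 labelled female, 6 of 100 splits drawn from 120 gave as many genes (1450), 3 gave as many with an adjusted p under 0.05 (8) and 34 as many lists (5). Those 3 are the labels, S4, S5 and S6 against the rest, which with the series covariate is the same contrast, and S2, S3 and TKO4 against the rest. The count of 0 genes with a genotype by sex term is matched by any labelling, so 100 of 100 did. At an unadjusted p under 0.05, 5 of 100 labellings, the real one included, gave as many genes (2375; median of the others 591). The 1 gene for genotype over all libraries was matched by 9 of 100, and its 644 genes at an unadjusted p under 0.05 by 56 of 100.

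Tecrl was not lower in the libraries labelled KO. Swapped genotype labels as the whole reason need libraries with Tecrl near 0, and the lowest of the 20 had 51.5 CPM. Reads of the paralog Tecr are argued against because the transcripts of the 2 genes share 0 stretches of 31 bases. A deletion that leaves most of the transcript in place cannot be told apart from an unchanged gene: the log2 fold change over all libraries was 0.047 (standard error 0.12), and exon counts are not in the table. Whether protein is missing was not analysed here.

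Atrial tissue left on some hearts was tested as a source of the genes lower in male KO. Its 6 genes varied together among the libraries labelled male WT, by 2.83 to 11.0 on the log2 scale, and Bmp10 reached 2080 CPM in S7 and 1157 in S9 against at most 0.124 in the other 3. With their level as covariate 159 of the 172 lower genes were again called, so atrial tissue is argued against as the cause of those genes as a set. For Bmp10 alone the values do not settle it. Among the libraries labelled male WT, S7 and S9 also hold the most of the other 5 genes. S11, labelled KO, had the most Myl7 of the 10 (2333 CPM) and 0.0719 CPM of Bmp10. That speaks against atrial tissue only if Bmp10 and Myl7 mark the same atrial tissue, which was not tested.

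Adipose tissue left on some hearts is a candidate source of the lower Fig. 2c genes. Over the 10 libraries labelled male, the 6 white adipose genes and the Fig. 2c mean correlated at r = 0.896 (permutation p = 0.00084, adjusted 0.00168 over 4 relations) and rho = 0.830 (permutation p = 0.005). Without S7 and TKO6, r was 0.826 (exact permutation p = 0.0176); in the S series it was 0.8294 (n = 6, exact permutation p = 0.114), and the other series is too small. With the adipose level as covariate the mean went from -0.32 to -0.04 and that of Fig. 2d from -0.26 to -0.0472. Of the 172 lower genes 78 were called again with it, so more than these figure genes go with the adipose level, which is highest in S7. Leaving out S7, with no such covariate, gave means of -0.0468 for Fig. 2c and -0.0387 for Fig. 2d. B cell, neuron and mesothelium genes were also highest in S7, so the covariate fit does not single out adipose tissue. Over the libraries labelled female r was 0.7999 (permutation p = 0.0178, adjusted 0.0178) and 0.305 without S4 and S6, so it rests on those libraries. Adipoq reached 111.3 CPM in S7, against at most 2.78 in the other libraries labelled male WT. Whether fat was taken with the heart or the heart itself differed was not tested.

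Liver RNA in some hearts is a candidate source of Apoa1. Over the libraries labelled male, Alb, Apoa2, Fga and Fgb together followed Apoa1 at r = 0.969 and rho = 0.912 (permutation p = 0.00014 and 0.00072). Without S11 and S8 it was 0.951 (exact permutation p = 0.00357) and within the S series 0.951 (exact permutation p = 0.0111). For female labels r was 0.946 (permutation p = 0.00968, adjusted 0.0129), and 0.437 without S4 and S5, so it rests on these. Alb reached 81.7 CPM in S4. Apoa1 was not lower in male KO, so this concerns its spread.

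For female labels, liver genes were higher in KO by 2.19 (5 tested, adjusted p = 0.00541, camera) and white adipose genes by 2.02 (2 tested, adjusted p = 0.0214, camera), beside beta-oxidation, glycogen and glycolysis. This comparison rests on S1 to S3 against S4 to S6, which also differ in sex-linked genes. The remaining lists had an adjusted p of at least 0.0605. For male labels the white adipose mean was -1.33 and mesothelium -1.04 (adjusted p = 0.0572 and 0.0550), macrophage -0.22 (adjusted p = 0.0572). Beyond these and the glycogen, immediate early and glycolysis lists, the adjusted p was at least 0.380. S7 had a standardised white adipose level of 3.05, against at most 0.663 in the other libraries labelled male. For mesothelium it stood at 2.70, against at most 1.50 in the others. In edgeR the 5 tested white adipose genes had log2 fold changes of -4.65 to -3.92, each with an adjusted p of 0.882. Atrial genes had a mean of -0.006 for male labels and 2.47 for female labels (adjusted p = 0.920 and 0.0684, camera), and ventricular genes 0.18 and -0.0012 (adjusted p = 0.527 and 0.870, camera). Reactome's beta-oxidation set was higher in the libraries labelled female KO by 0.53 with 13 of 14 genes (adjusted p = 0.000335, camera over 1129 sets), but not under fry (adjusted p = 0.502).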
